# Small non-coding RNA expression in mouse nephrogenic mesenchymal progenitors

**DOI:** 10.1038/sdata.2018.218

**Published:** 2018-11-13

**Authors:** Yu Leng Phua, Andrew Clugston, Kevin Hong Chen, Dennis Kostka, Jacqueline Ho

**Keywords:** Organogenesis, Paediatric research

## Abstract

MicroRNAs (miRNAs) are small non-coding RNAs that are essential for the regulation of gene expression and play critical roles in human health and disease. Here we present comprehensive miRNA profiling data for mouse nephrogenic mesenchymal progenitors, a population of cells enriched for nephron progenitors that give rise to most cell-types of the nephron, the functional unit of the kidney. We describe a miRNA expression in nephrogenic mesenchymal progenitors, with 162 miRNAs differentially expressed in progenitors when compared to whole kidney. We also annotated 49 novel miRNAs in the developing kidney and experimentally validated 4 of them. Our data are available as a public resource, so that it can be integrated into future studies and analyzed in the context of other functional and epigenomic data in kidney development. Specifically, it will be useful in the effort to shed light on molecular mechanisms underlying processes essential for normal kidney development, like nephron progenitor specification, self-renewal and differentiation.

## Background & Summary

MicroRNAs (miRNAs) are small, endogenously synthesized non-coding RNAs (~22 nucleotides long) that are critical in a wide variety of biological processes, where they primarily act to fine-tune gene expression at the post-transcriptional and translational level^1^. Biosynthesis of miRNAs begins in the nucleus, where a primary miRNA (pri-miRNA) transcript is first transcribed by RNA polymerase II^1,2^. Subsequently, the endoribonuclease enzyme Drosha-Dgcr8 complex processes pri-miRNAs into individual hairpin-shaped stem loop precursor miRNAs (pre-miRNAs), which are then exported into the cytoplasm via Exportin5^3–5^. In the final steps of miRNA biogenesis, Dicer processes pre-miRNA into mature miRNA, with the miRNA loaded into the RNA-induced silencing complex (RISC)^6–8^. mRNA 3’UTR target recognition by miRNA is primarily dependent on the miRNA seed sequence located within nucleotide position 2–8 of the miRNA, and complementary Watson-Crick base pairing between the miRNA and mRNA allows the RISC complex to catalyse the process of mRNA degradation and/or translational inhibition^9,10^.

Nephron progenitors are multipotent cells that undergo a mesenchymal to epithelial transition to subsequently differentiate into glomerular podocytes, proximal tubules, loops of Henle and distal tubule in the developing kidney^11^. They also self-renew throughout kidney development, and the number of nephron progenitors is one of the primary determinants of nephron endowment at birth^12^. Since no new nephrons are formed postnatally in humans, low nephron number increases an individual’s risk to develop chronic kidney disease in adulthood^13^. While the role of many protein-coding genes in nephron progenitor self-renewal, maintenance and differentiation is well established, the precise role of small non-coding RNAs remains ill-defined. There are several lines of evidence that point to the importance of miRNAs in kidney development and disease. Mutations in *DROSHA* and *DICER1* have been identified and implicated in several human kidney disorders, including paediatric Wilms Tumour and multilocular cystic renal tumours^14^. Conditional ablation of Dicer-dependent miRNAs in mouse nephron progenitor or ureteric bud lineages during renal development resulted in severe renal hypodysplasia (small kidneys) and collecting duct cyst formation, due to aberrant progenitor apoptosis and attenuated cilium length respectively^15,16^. Also, conditional ablation of Dicer or Drosha in glomerular podocytes and renal stroma results in early postnatal death and a wide variety of renal anomalies including podocyte foot process effacement, marked proteinuria, and glomerular aneurysms^17–21^.

However, more precise characterisation of the role of small RNAs in nephron progenitors during kidney development has been hampered by the lack of comprehensive miRNA expression datasets in this context. Given the biomedical relevance of this system, we have performed high throughput small RNA Sequencing (sRNA-Seq) in three biological replicates of embryonic day 15.5 (E15.5) nephrogenic mesenchymal cells enriched for nephron progenitors and whole kidney (Fig. 1). Using an adjusted p-value cutoff of 0.05, we identified a total of 162 miRNAs (5p and 3p strand inclusive) out of 792 detectable miRNAs to be differentially expressed in this population when compared to whole kidney. Among the top differentially expressed miRNAs are members of the epithelial-specific *miR-200* family, consisting of *miRs-200a, 200b, 200c, 141* and *429*^22^. Levels of *miR-200* family miRNAs^22^ were significantly lower in nephron progenitors, as might be predicted given that nephron progenitors undergo a mesenchymal to epithelial transition upon differentiation. Furthermore, we uncovered 49 novel miRNA species expressed in the developing kidney. Of these miRNAs, 4 were validated via quantitative real-time PCR (qPCR), with 3 via section *in situ* hybridization. In general, the data resource will be useful for researchers studying miRNA related biology in kidney/nephron development.

## Methods

### Nephron progenitor isolation and total RNA preparation

Nephrogenic mesenchymal cells enriched for nephron progenitors and whole kidney samples were isolated from 3 litters of E15.5 CD1 mouse embryos (Charles River Laboratories) in accordance to a published protocol using a negative selection approach^23^. Briefly, intact embryonic kidneys were subjected to limited digestion, followed by incubation with a cocktail of monoclonal biotinylated antibodies (eBioscience; CD140a #13-1401-82, CD105 #13-1051-82, Epcam #13-5791-82 and Ter119 #13-5921-82), and magnetic activated cell sorted using Dynabeads MyOne Streptavidin C1 magnetic beads (Thermo; #65001) to deplete unwanted cell types (Fig. 1). To minimise undesired gene expression changes, total RNA from nephron progenitors were immediately processed in QIAzol Lysis Reagent (Qiagen; #79306) and purified using a miRNeasy Micro Kit (Qiagen; #217084). For whole kidney samples, remnant kidneys left from the limited digestion step were homogenised in QIAzol Lysis Reagent, clarified by centrifugation at 13,000 rpm for 5 min, and subsequently purified using a miRNeasy Mini Kit (Qiagen; #217004). Purified total RNA samples were stored at -80 °C until further processing, and freeze thawing of samples was limited to no more than 2 cycles. Quantitative PCR (qPCR) was carried out using standard SYBR Green detection on a BioRad CFX96 Real Time PCR Instrument to determine enrichment of nephron progenitors from the isolation. Primers used include *Six2, Cited1* (nephron progenitors), *Pdgfrβ* (renal stroma), *VE-Cad* (endothelial)*, Calb, Epcam* (epithelial tubules) and *Synpo* (podocytes) (Table 1). Statistical analysis was performed using an unpaired Student’s t-test, and genes with a p-value of <0.05 were considered statistically significant.

To account for biological heterogeneity, a total of 3 biological replicates were collected from 3 litters of wildtype CD1 embryos. All experimental procedures were performed in accordance with the University of Pittsburgh Institutional Animal Care and Use Committee guidelines, which adheres to the NIH Guide for the Care and Use of Laboratory Animals. sRNA-Seq experimental workflow and quality control standards were carried out in accordance with ENCODE guidelines (https://www.encodeproject.org/rna-seq/small-rnas/).

### Small RNA library preparation and sequencing

Because miRNAs can be stably bound to mRNAs^24^, total RNA instead of size-selected purified small RNA was used as the initial input for cDNA library synthesis. The NEBNextMultiplex Small RNA Library Prep Set for Illumina (NEB; #E7300S) was used to synthesise barcoded cDNA libraries from 100 ng total RNA in accordance with the manufacturer’s protocol and size selection performed using the Agencourt AMPure XP beads (Beckman Coulter; #A63881). The purified cDNA libraries were then pooled, normalised and multiplex sequenced at 1 X 50 bp with the use of a NextSeq 500/550 Mid Output v2 Kit (150 cycles) (Illumina; FC-404-2001) on an Illumina NextSeq 550 System at the Rangos Research Center, yielding approximately 18 million reads per sample.

### Small RNA-Seq data analysis and quality control

Adapter trimming was performed using the BBmap software (https://sourceforge.net/projects/bbmap/) and reads were aligned to the mouse genome (mm10) using Bowtie2^25^. miRNA specific analysis was performed with miRDeep2 software^26^. Expression of known miRNAs (obtained from miRBase v21^27^) was quantified, and miRNAs with more than 10 counts across all sample conditions were subsequently analysed using DESeq2^28^ to identify differential expression between nephron progenitor and whole kidney samples. miRNAs with an Benjamini-Hochberg adjusted p-value of 5% or less are reported. Novel miRNAs were annotated with the standard miRDeep2 parameters, and read alignment data was visualized with the Integrative Genomics Viewer software available from the Broad Institute^29–32^.

### Data Records

The sRNA-Seq fastq files were deposited at NCBI Sequence Read Archive (Data Citation 1). This accession contains all 6 fastq files from the sRNA-Seq. The raw fastq files were subsequently processed and deposited into NCBI Gene Expression Omnibus (Data Citation 2).

### miRNA Quantitative PCR and Locked Nucleic Acid in situ hybridization validation

For the validation of differentially expressed miRNAs, cDNA synthesis was carried out with the use of TaqMan Advanced miRNA cDNA Synthesis Kit (Thermo; #A28007) in accordance to the manufacturer’s protocol using equivalent amounts of total RNA. qPCR was carried out with the use of TaqMan Advanced miRNA Assay probes (Thermo; #A25576; 477952_miR, 477970_miR, 477885_miR, 478008_miR) and TaqMan Universal Master Mix II, no UNG (Thermo; #4440040) on a BioRad CFX96 Real Time PCR Instrument using FAM detection.

For the validation of novel miRNAs, cDNA synthesis from total RNA was performed with the use of NCode VILO miRNA cDNA Synthesis Kit (Thermo; #A11193050) in accordance to the manufacturer’s protocol using equivalent amounts of total RNA, and qPCR was performed using standard SYBR Green detection on a BioRad CFX96 Real Time PCR Instrument. The universal reverse primer is supplied with the NCode VILO miRNA cDNA Synthesis Kit, and the forward primer sequence is listed in Table 2. Locked Nucleic Acid miRNA *in situ* hybridisation on E15.5 embryonic kidney cryosections was performed as previously described with the use of custom-designed LNA detection probes^19^ (Table 3) (Exiqon).

### Code Availability

Software and settings used in the processing of this data are listed as follows: 1) BBDuk: from the BBMap version 35.59 package, adapter references for Illumina indices and the Nextera smRNA library prep set, quality trimming right to left (qtrim=30), kmer trimming right to left (ktrim=r) then left to right (ktrim=l), minimum kmers of 11 (mink=11), hamming distance of 1 bp (hdist=1), minimum final read length of 18 bp (minlen=18). 2) Bowtie 2: version 2.2.3, parameters of –threads 8, -q, -U, -S, --sensitive-local. 3) miRDeep2 version 2.0.0.8, using the bwa_sam_converter.pl script to convert Bowtie2’s SAM output formats, and the miRDeep2.pl script using default parameters for the mouse species (-t Mouse) and miRbase v18 identifiers (-P). Reference data included a pre-built Bowtie2 index for the mm10 genome and miRNA mature and hairpin sequences available in Illumina’s mm10 iGenomes package. A FASTA with miRNA “other” sequences were provided from miRbase version 21. 4) R: version 3.4.3, data analysis was performed using the R programming language, including packages mirbase.db, DESeq2, and GenomicRanges.

## Technical Validation

### Cellular enrichment and total RNA quality control

Our overall goal was to quantify small RNA expression in mouse nephron progenitors and whole kidney. We used a previously published protocol^23^ to obtain an enriched fraction of nephron progenitor cells from whole embryonic kidney samples. Confirming that this approach was successful, qPCR analysis of the nephron progenitor-enriched isolate showed high enrichment of nephron progenitor transcripts (*Six2*, *Cited1*) in comparison to whole kidney samples, with evidence of minimal cellular contamination from other key renal cell lineages including the endothelium (*VE-Cad*), epithelial tubules (*Calb, Epcam*) and podocytes (*Synpo*) (Fig. 2a). An inherent limitation of this protocol^23^ is minor contamination from the renal stroma (*Pdgfrβ*), which was indeed detected in our isolate. Although the Six2-TGC transgenic mouse^33^ provides the opportunity for isolating a more pure fraction of nephron progenitor cells, these mice are known to have renal hypoplasia^34^, suggesting that their nephron progenitors may not be entirely normal. Taken together, our small RNA sequencing dataset represents a highly-enriched fraction of wild-type nephron progenitors, with minor contamination from renal stroma.

Following cellular isolation and total RNA extraction, the quality of the total RNA was assessed on an Agilent 4200 TapeStation System (Agilent; #G2991AA) using a High Sensitivity RNA ScreenTape (Agilent; #5067-5579) to determine the RNA Integrity Number (RIN) score, which is generated based on the electrophoretic profile of 18S and 28S ribosomal RNA (rRNA)^35^ (Fig. 2b). All RNA samples used for the sRNA-Seq had a RIN score of above 9 (Table 4) and were therefore considered to be good quality intact RNA with minimal degradation. Retention of small RNA in the total RNA isolation was also evident by a distinct broad peak to the right of the lower molecular marker (Fig. 2b). To ensure equivalent amounts of total RNA input for the cDNA library construction, the Qubit RNA BR Assay Kit (Thermo; #Q10210) was used for RNA quantitation.

### Quality control of the cDNA libraries

cDNA libraries were assayed on an Agilent 4200 TapeStation System (Agilent; #G2991AA) using a High Sensitivity D1000 ScreenTape (Agilent; #5067-5584) and were verified to exhibit a distinct peak at ~140-150 nucleotides that corresponds to adapter-ligated constructs derived from small RNAs (Fig. 2c). Moreover, TapeStation analysis verified that the final cDNA libraries for sequencing were depleted of large molecular weight products that one would expect be indicative of larger RNA molecules like messenger or ribosomal RNA.

### Quality control of sRNA-Seq data

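Small RNA libraries were made from total RNA of nephrogenic mesenchymal cells enriched for nephron progenitors (MNP, 3 libraries) and of whole kidney (MWK, 3 libraries), all from CD1 mouse embryos at embryonic day 15.5. The nephron progenitors were obtained by negative selection, in which antibodies on magnetic beads remove other kidney cells, and the whole kidney samples were the kidneys that remained after the limited digestion. RNA was purified with a miRNeasy Micro Kit for the first group and with a miRNeasy Mini Kit for the second, so the kit and the cell isolation cannot be told apart from the group. The authors aligned the trimmed reads to mm10, counted known miRNAs with miRDeep2 and deposited estimated counts without normalization. The deposited table has 792 rows, each pairing a mature miRNA with one precursor, and these rows hold 535 mature miRNAs and 436 precursors. A mature miRNA can be paired with several precursors, including those named for related miRNAs, and is listed once for each, on up to 14 rows. Here the highest count over the rows of one mature miRNA was kept in each library, and the 3 rows that hold fractions were rounded to whole numbers. After this step the counts per library were 393951, 436112 and 333850 for the nephron progenitor libraries MNP1, MNP2 and MNP6, and 349241, 360221 and 355848 for the whole kidney libraries MWK1, MWK2 and MWK6. The columns MNP6 and MWK6 match the name of no single sample and entered as members of their group without a replicate number. The paper reports 13 M (mega) mapped reads per sample on average, a depth that covers all mapped reads, and the values here use the counts on known miRNAs. Values are given in CPM, the count relative to the library total times the library's scaling factor. The CPM of different libraries therefore do not sum to one common total. At the depth of these counts, 3 counts, taken as the smallest amount a library can show, correspond to between 6.54 and 9.45 CPM. Reads carry no molecular identifiers, so this floor covers counting error only. The test covered the 525 mature miRNAs with a sum of more than 10 counts over the 6 libraries. Counts were scaled by edgeR's TMM method, and CPM are given as mean ± SD (n = 3 libraries). Differences between groups were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at an adjusted p of 0.05, and standard errors were taken as the log2 fold change divided by the square root of its F statistic. Replicates differed by more than counting noise in each group, with a chi-square per degree of freedom between pairs of libraries from 2.90 to 55.0. That value alone does not tell separate samples from repeat libraries of one RNA, but the paper describes 3 biological replicates from 3 litters.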

Purified cDNA libraries for all samples were normalised and multiplex sequenced using a single flow cell on the Illumina NextSeq550 System to minimise technical variability from the sequencing. Following sequencing, reads for each sample was evaluated using the FastQC software (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and all sequenced libraries had an average quality score of above 30, indicating high quality base of the sequenced product (Fig. 3a). Percentage of aligned reads was consistently above 70%, with 13 million reads mapped per sample on average. For miRDeep2 analysis, aligned reads shorter than 18 bp were discarded in keeping with the software’s requirements^26^. Principal component analysis (PCA) revealed a clear distinction between and separation of the nephron progenitor (MNP) and whole kidney (MWK) samples (Fig. 3b), as did hierarchical clustering of samples based on their miRNA abundances (Fig. 3c). 

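In a principal component analysis of log2 CPM (prior count 2) of the 525 miRNAs, the first component held 77.0% of the variance and the second 8.37%. The nephron progenitor libraries lay at -12.4, -13.7 and -18.0 on the first component and the whole kidney libraries at 15.3, 15.9 and 12.9. The second component was 8.08, 0.441 and -6.72 in MNP1, MNP2 and MNP6 and 2.34, 0.998 and -5.15 in MWK1, MWK2 and MWK6, so it separated libraries within each group and ran in the same order in both. The share of the first component moved most when each miRNA was scaled to unit variance, to 49.9%, and was 79.5% after DESeq2's regularized log.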

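Euclidean distances between libraries over the same log2 CPM were from 13.5 to 17.1 within the nephron progenitor group and from 12.9 to 14.4 within the whole kidney group. The 9 distances between a nephron progenitor and a whole kidney library were from 29.0 to 35.6, so the smallest distance between the groups was larger than the largest within either. Complete-linkage clustering of these distances, when divided into 2 clusters, gave the nephron progenitor libraries in one and the whole kidney libraries in the other.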

PCA and hierarchical clustering analysis both indicate that samples enriched for nephron progenitors are transcriptionally distinct from whole kidney samples.

We identified a total of 162 miRNAs (5p and 3p strand inclusive) out of 792 detectable miRNAs to be statistically differentially expressed in nephrogenic mesenchymal cells enriched for nephron progenitors relative to whole kidney (Fig. 3d and Differentially expressed miRNAs in nephron progenitors & miRNAs expressed in kidney, Data Citation 3), and validated the differential profile of *miR-210, miR-125b* and *miR-30c* by qPCR (Fig. 4a). 

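Of the 525 mature miRNAs tested, 192 passed the threshold, 102 higher and 90 lower in nephron progenitors. This balance depended on the setting, with 121 higher and 74 lower under library totals in place of TMM and 82 higher and 92 lower without MNP6. For 245 of the 525, or 46.7%, the 3 libraries of one group all lay above the 3 of the other in CPM, where chance gives 10%, and these included 185 of the 192. DESeq2's Wald test on the same counts gave 163 miRNAs, all of them among the 192. These 163 are out of 525 mature miRNAs, while the paper's number of detectable miRNAs equals the number of deposited rows. The paper's differentially expressed miRNAs may therefore include the same mature miRNA more than once. With every row kept, an alternative chosen after seeing the data, DESeq2 gave 173 of 781 rows. These rows hold 159 mature miRNAs, all among the 192. The alternative that moved the 192 most was a filter of more than 10 counts in every library. It left 260 miRNAs and gave 120 past the threshold. Samples of both groups carry the replicate numbers 1 and 2. With the replicate number as a replicate block, the 4 libraries so numbered gave 153 miRNAs, 71 higher and 82 lower, against 134 from the same 4 libraries without the block, 58 higher and 76 lower. The differences between replicates 1 and 2 in nephron progenitors and in whole kidney had a correlation of 0.039 across miRNAs, which are not independent replicates. This covers the 4 numbered libraries only and does not show that pairing is absent. Among the miRNAs that were also measured by qPCR (Fig. 4a), miR-125b-5p was at 8454 ± 2269 CPM in nephron progenitors and 2748 ± 63.6 CPM in whole kidney (SD, n = 3 each), a log2 fold change of 1.62 (standard error 0.19, adjusted p = 2.7e-05 from edgeR's quasi-likelihood test). miR-210-3p was at 188 ± 8.21 CPM in nephron progenitors and 102 ± 5.38 CPM in whole kidney, a log2 fold change of 0.88 (standard error 0.22, adjusted p = 0.0069 from the same test). miR-30c-5p was at 2122 ± 267 CPM in nephron progenitors and 5767 ± 1013 CPM in whole kidney, a log2 fold change of -1.44 (standard error 0.18, adjusted p = 3.8e-05 from the same test). In each of these comparisons the 3 libraries of one group lay above all of the other (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 libraries allow). With each library left out in turn, the log2 fold changes stayed from 1.37 to 1.80 for miR-125b-5p, from 0.81 to 0.91 for miR-210-3p and from -1.56 to -1.33 for miR-30c-5p, all past the threshold. With the replicate block they were 1.38, 0.78 and -1.52, against 1.39, 0.78 and -1.52 in the same 4 libraries without it.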

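The counts hold 7 strands of miR-200a, miR-200b, miR-200c, miR-141 and miR-429, and all 7 were lower in nephron progenitors and past the threshold (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), also when adjusted over the 7 alone. Among the 525 miRNAs tested they ranked from 3 to 51 by p and from 1 to 15 by the size of the log2 fold change. miR-200c-3p had a log2 fold change of -6.62 (standard error 0.32, adjusted p = 3.3e-09) and miR-429-3p of -6.46 (standard error 0.31, adjusted p = 3.3e-09). For miR-200a-3p it was -6.86 (standard error 0.38, adjusted p = 1.2e-08), for miR-200b-3p -6.46 (standard error 0.39, adjusted p = 3.2e-08) and for miR-200a-5p -5.32 (standard error 0.37, adjusted p = 9.9e-08). miR-200b-5p and miR-141-3p had no counts in any nephron progenitor library, and against the 3-count floor they were at least 13.9-fold and at least 4.61-fold lower. All 7 stayed past the threshold in each fit that left out one library, while a filter of more than 10 counts in every library left 2 of them.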

Among the top differentially expressed miRNAs are members of the epithelial-specific *miR-200* family, consisting of *miRs-200a, 200b, 200c, 141* and *429*^22^. 

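In the deposited table, which gives mm10 coordinates, mir-200b (156055681 to 156055750), mir-200a (156054896 to 156054985) and mir-429 (156053905 to 156053987) lie on the minus strand of chromosome 4, in the protein-coding gene Ttll10 on the same strand, within its introns. mir-200c (124718322 to 124718390) and mir-141 (124717914 to 124717985) lie on the minus strand of chromosome 6, in an intron of the antisense transcript Gm15884. Summed over the 7 strands, the family was at 234 ± 148 CPM in nephron progenitors and 23741 ± 1802 CPM in whole kidney (SD, n = 3 each). The nephron progenitor level was 0.985% of the whole kidney level (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 libraries allow). In single libraries it was 0.954% in MNP1, 1.62% in MNP2 and 0.376% in MNP6, so the spread between nephron progenitor libraries was small beside the difference between the groups. miR-200a-3p made up the largest part, at 12440 ± 1205 CPM in whole kidney and 105 ± 67.5 CPM in nephron progenitors. Considering that nephron progenitors are mesenchymal and become epithelial on differentiation, the paper reasons that the low miR-200 level fits the character of these cells and the integrity of the profiling.

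**Figure D1:**
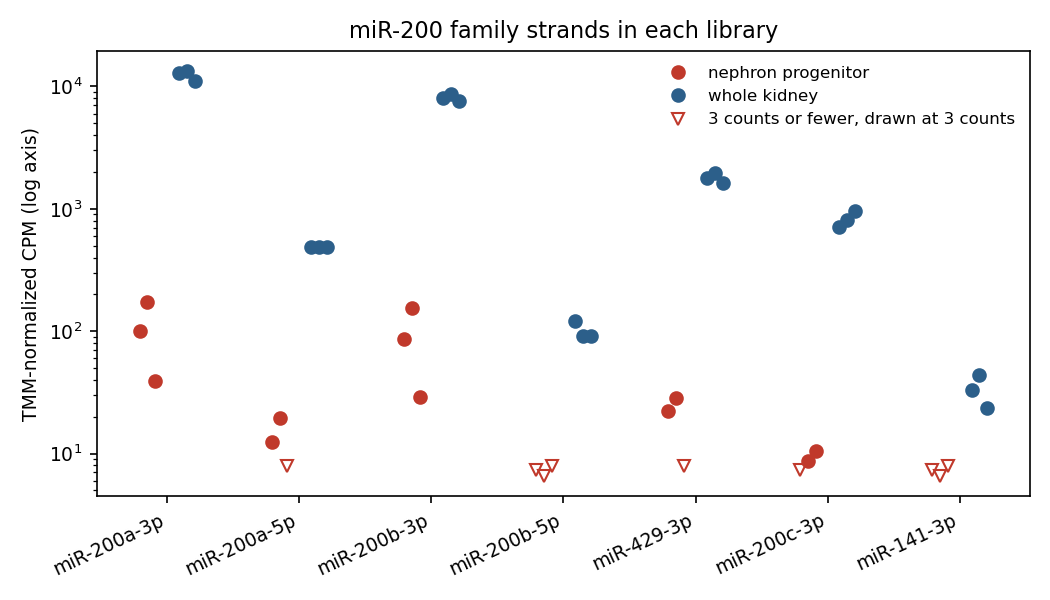
TMM-normalized CPM (log axis) of the 7 miR-200 family strands, with one point for each of the 3 nephron progenitor and 3 whole kidney libraries. Open triangles are libraries with 3 counts or fewer, drawn at the value of 3 counts, and every whole kidney library lies above every nephron progenitor library.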

Considering that nephron progenitors are mesenchymal in nature and that they undergo a mesenchymal to epithelial transition upon differentiation^33^, the under-expression of the *miR-200* cluster in nephron progenitors not only serves as an excellent internal validation of the phenotypic characteristics of these cells, but also supports the overall integrity of the miRNA profiling dataset.

We explored the use of alternative bioinformatics approaches and obtained comparable results with choices such as *Rsubread* for read mapping to the mm10 genome (parameters: maximum allowed for 3 nucleotides mismatch and 1 insertion-deletion)^36^, *featureCounts* which outputs number of reads assigned to genomic features^37^ and *limma-voom* for differential expression statistical analysis^38^.

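Read mapping and counting by other tools were not repeated here. On the deposited counts, limma-voom with TMM scaling gave 182 miRNAs with a Benjamini-Hochberg adjusted p of 0.05 or less, 92 higher and 90 lower in nephron progenitors, and all 182 were among those past the threshold in edgeR's quasi-likelihood test. All 7 miR-200 family strands were past the threshold in limma-voom. Its log2 fold changes were 1.58 (adjusted p = 9.7e-05) for miR-125b-5p, 0.87 (adjusted p = 0.0089) for miR-210-3p and -1.43 (adjusted p = 9.0e-05) for miR-30c-5p.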

### Locked Nucleic Acid section in situ hybridisation and qPCR validation of the small RNA-Seq data

The additional novelty of this dataset stems from its inherent ability to identify novel unannotated miRNA transcripts without *a priori* sequence knowledge. A major challenge in novel miRNA identification is that presumed novel miRNA transcripts are in fact byproducts resulting from degraded mRNA transcripts, and hence not necessarily representative as *bona fide* novel miRNAs. To overcome this, the miRDeep2 package^26^ was used because it includes a series of stringent core analysis modules including the RNAfold tool (http://rna.tbi.univie.ac.at/) and the miRDeep2 core algorithm. The RNAfold tool determines and predicts whether the novel miRNA sequence would exhibit a typical hairpin secondary structure, and the miRDeep2 core algorithm evaluates both the miRNA’s secondary structure and the expected read mapping signature of its hairpin precursor. The core algorithm also checks that the sequencing reads which span the predicted hairpin structure contains specific recognition sites for subsequent processing by Dicer into mature miRNAs. Novel miRNAs were considered high confidence when both mature and star strands were detected in at least 2 independent samples, in conjunction with sequencing reads spanning across the putative chromosome coordinates independently verified on IGV Viewer. In this manner, we identified a total of 49 novel miRNAs, exemplified by the 20 nucleotides long novel miRNA (GGA AAG CTG AAA CTT AGA GG) depicted with a characteristic hairpin precursor secondary structure located within chr1: 100950463-100950527 (Fig. 4b and Novel miRNAs expressed in kidney, Data Citation 3). These novel miRNAs will be submitted for names through miRBase in accordance to their criteria.

As a confirmation that the novel miRNAs were not an artefact from sRNA sequencing, qPCR was performed on 4 candidate novel miRNAs. The qPCR analysis depicted distinct detection of mature (low C_T_) over star strand (high C_T_) transcripts (Fig. 4c and Table 5), thereby validating the overall approach in novel miRNA discovery through sRNA-Seq and miRDeep2 identification. Using miRNA Locked Nucleic Acid *in situ* hybridization for spatial localisation of miRNA expression sites, both annotated (Fig. 4f–h) (*miRs-10a, 125b, 615*) and novel miRNAs (Fig. 4i–k) (chr1_100950463- 100950527, chr9_113756831-113756880, chr11_108839740-108839780) were found to be expressed in the developing mouse kidney. *miR-10a*, chr9_113756831-113756880 and chr11_108839740-108839780 exhibited a distinct expression pattern within the nephrogenic zone, encompassing nephron progenitors, renal stroma and the ureteric bud epithelium. Together, these assays validate both the sRNA-Seq dataset and the approach for novel miRNA discovery in the developing mouse kidney.

## Usage Notes

The sRNA-Seq data presented here represents a comprehensive resource for miRNA expression in developing nephrogenic mesenchymal cells enriched for nephron progenitors and whole kidney. This resource can be utilised to predict regulatory networks downstream of these expressed miRNAs. 

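The 10 most abundant miRNAs took from 52.4% to 58.0% of the tested counts in the nephron progenitor libraries and from 59.1% to 60.3% in the whole kidney libraries. miR-10a-5p (chromosome 11, 96317165 to 96317274, plus strand) was the most abundant, at 202028 ± 36997.5 CPM in nephron progenitors and 238184 ± 15707.5 CPM in whole kidney (SD, n = 3 each), a difference within the spread of the replicates (log2 fold change -0.24, adjusted p = 0.23 from edgeR's quasi-likelihood test). Its share of the tested counts was 24.2%, 22.1% and 18.4% in MNP1, MNP2 and MNP6. In MWK1, MWK2 and MWK6 that share was 21.3%, 22.4% and 22.8%. miR-10b-5p was next, at 85821 ± 13408 CPM in nephron progenitors and 101081 ± 2438 CPM in whole kidney. With one library left out, miR-10a-5p and miR-10b-5p were each lower past the threshold in 1 of 6 fits. The adjusted p was then 0.033 and 0.021 in edgeR's quasi-likelihood test. Of the others, miR-143-3p, miR-21a-5p and miR-30a-5p were lower in nephron progenitors, with log2 fold changes of -1.33, -1.05 and -2.38, and miR-99a-5p and miR-99b-5p were higher, with log2 fold changes of 1.03 and 0.59, all past the threshold of the same test. let-7i-5p, let-7j and let-7f-5p were not past it, and the let-7j counts followed those of let-7i-5p at between 82.7% and 84.6% in every library. Between 433 and 454 of the 525 miRNAs had more than 3 counts in a nephron progenitor library and between 419 and 432 in a whole kidney library.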

For example, this dataset can be integrated with other published RNA-Seq data containing transcriptomic information (mRNA and long non-coding RNA) from nephron progenitors and whole kidney for the analysis of miRNA-mRNA interactions using algorithms such as TargetScan^39^ or DIANA-Tools^40^. Such analysis would allow one to uncover potential candidate miRNAs and/or downstream target mRNAs for future studies. For example, our sRNA-Seq dataset supports the expression of the highly conserved *let-7* family members (*let-7a, 7b, 7c, 7d, 7e, 7f, 7g, 7h, 7i, 7j, 7k* and *miR-98*) in the developing kidney with *let-7c, 7d, 7e* being differentially enriched in nephron progenitors compared to whole kidney during development. 

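The counts hold 20 strands of the let-7 family, from let-7a to let-7g, let-7i, let-7j and miR-98. No strand named let-7h or let-7k was among the miRNAs tested. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over the 525 miRNAs, 6 strands were past the threshold, all of them higher in nephron progenitors, and 4 were when adjusted over the 20 alone. let-7c-5p was at 7829 ± 825 CPM in nephron progenitors and 4996 ± 391 CPM in whole kidney (SD, n = 3 each), with a log2 fold change of 0.65 (standard error 0.15, adjusted p = 0.0039). let-7e-5p was at 3120 ± 302 and 2030 ± 73.0 CPM in the same order, with a log2 fold change of 0.62 (standard error 0.16, adjusted p = 0.0069). Both stayed past the threshold with each library left out in turn. The strands let-7c-1-3p and let-7e-3p had log2 fold changes of 1.59 (adjusted p = 0.0061) and 1.19 (adjusted p = 0.022), and let-7e-3p was not past the threshold in 4 of the 6 fits that left out one library. For let-7d the strands differed. let-7d-5p was at 4072 ± 784 CPM in nephron progenitors and 4077 ± 272 CPM in whole kidney, with a log2 fold change of -0.0018 (adjusted p = 0.996). let-7d-3p had a log2 fold change of 0.59 (standard error 0.21, adjusted p = 0.040) and was no longer past the threshold in any of the 6 fits that left out one library. let-7a-5p was past the threshold with a log2 fold change of 0.40 (adjusted p = 0.047) and was not past it in 5 of these 6 fits. The values of some members are uncertain, since let-7a-1-3p and let-7c-2-3p hold the same count in every library, and let-7a-5p, let-7c-5p and let-7f-5p are each listed for 2 precursors. With library totals in place of TMM, 8 strands were past the threshold, and let-7d-5p (0.19), let-7f-5p (0.14) and let-7g-5p (0.0022) changed sign. Summed over all strands, the family was at 168847 ± 16379 CPM in nephron progenitors and 155129 ± 5393 CPM in whole kidney (exact two-sided permutation test, p = 0.3). This sum includes let-7j, at a mean of 40985 CPM over the 6 libraries. The let-7j counts may be reads shared with let-7i-5p, so part of the sum may be counted more than once. let-7d lies on the minus strand of chromosome 13 (48536012 to 48536114, mm10) in an exon of the long noncoding transcript 6720427I07Rik, and let-7e on the plus strand of chromosome 17 (17830352 to 17830444) in an intron of Spaca6.

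**Figure D2:**
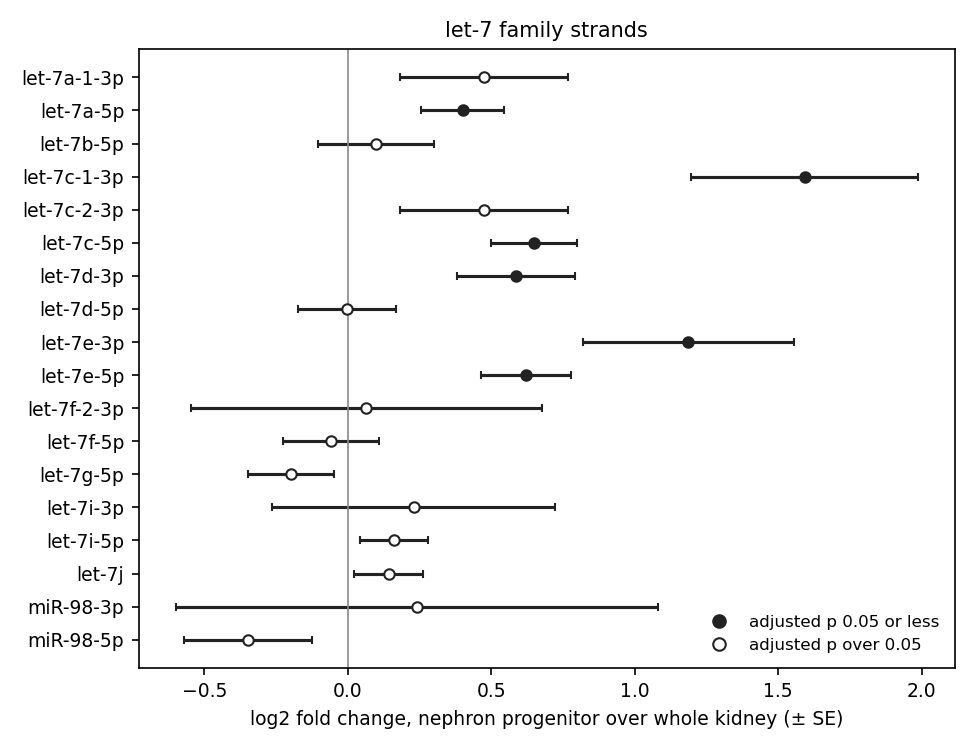
Log2 fold change of let-7 family strands in nephron progenitors over whole kidney, with horizontal bars of 1 standard error, for strands that had more than 3 counts in at least one library of each group. Filled points are the 6 strands past the threshold, all to the right of 0, and let-7d-5p lies at -0.0018; with library totals in place of TMM, let-7d-5p, let-7f-5p and let-7g-5p change sign.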

The pathogenesis of Wilms tumour has been linked to overexpression of Lin28, a negative regulator of *let-7* microprocessing^41^. Wilms tumour is the most common paediatric kidney cancer and arises from a failure of embryonic kidney tissues to terminally differentiate. Thus, de-repression of *let-7* downstream targets including *Hmga2*^42,43^*, Ras*^44^ and *Myc*^45^ oncogenes may be implicated in the malignant transformation of nephron progenitors in Wilms Tumour^41^. This integrative analysis approach allows for future hypothesis testing studies to elucidate the biological function of key miRNAs in nephron progenitors.

Finally, the sRNA-Seq dataset can be complemented with published ChIP-Seq datasets to infer potential relationships between expressed miRNAs and *cis*-regulatory regions in nephron progenitors. The transcription factor Six2 is known to be critical in maintaining self-renewal and has been shown to regulate target genes that are indispensable for maintaining multipotency of these cells during nephrogenesis^46^. By analysing available Six2 ChIP-Seq data (SRA Study: SRP064623; GEO: GSE73867)^47^ with our current sRNA-Seq dataset, it is now possible to curate candidate miRNAs that are potentially regulated by Six2. Two examples are Six2 binding within the promoter regions of *miRs-210* and *125b*, miRNAs that are enriched in nephron progenitors based on this sRNA-Seq dataset (Fig. 5). This is an example of how to use this resource to identify putative Six2-regulated miRNAs that may play important roles in nephron progenitor maintenance and differentiation during kidney development.

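mir-210 lies on the minus strand of chromosome 7 (141221384 to 141221493, mm10), outside the other genes annotated by GENCODE, and the counts hold its 3p strand only. miR-125b-5p is made from a pair of loci whose reads cannot be told apart. mir-125b-1 lies on the plus strand of chromosome 9 (41581926 to 41582002), in an intron of the noncoding transcript 3110039I08Rik, and mir-125b-2 on the plus strand of chromosome 16 (77646273 to 77646343), in an intron of Mir99ahg. The 3p strands belong to one locus each. miR-125b-1-3p was at 378 ± 100.0 CPM in nephron progenitors and 109 ± 22.8 CPM in whole kidney (SD, n = 3 each), a log2 fold change of 1.79 (standard error 0.27, adjusted p = 0.00017 from edgeR's quasi-likelihood test). miR-125b-2-3p was at 213 ± 64.3 CPM and 106 ± 5.81 CPM in the same order, a log2 fold change of 1.00 (standard error 0.27, adjusted p = 0.0092 from the same test), and its adjusted p ranged from 0.00073 to 0.085 over the alternatives. miR-100-5p, from the chromosome 9 cluster (41531425 to 41531504), had a log2 fold change of 1.81 (standard error 0.22) and miR-99a-5p, from the chromosome 16 cluster (77598936 to 77599000), of 1.03 (standard error 0.17), both past the threshold. The Six2 binding data were not analysed here. From Six2 binding in the promoter regions (Fig. 5) and the enrichment in nephron progenitors, the paper proposes miR-210 and miR-125b as candidates for regulation by Six2.

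**Figure D3:**
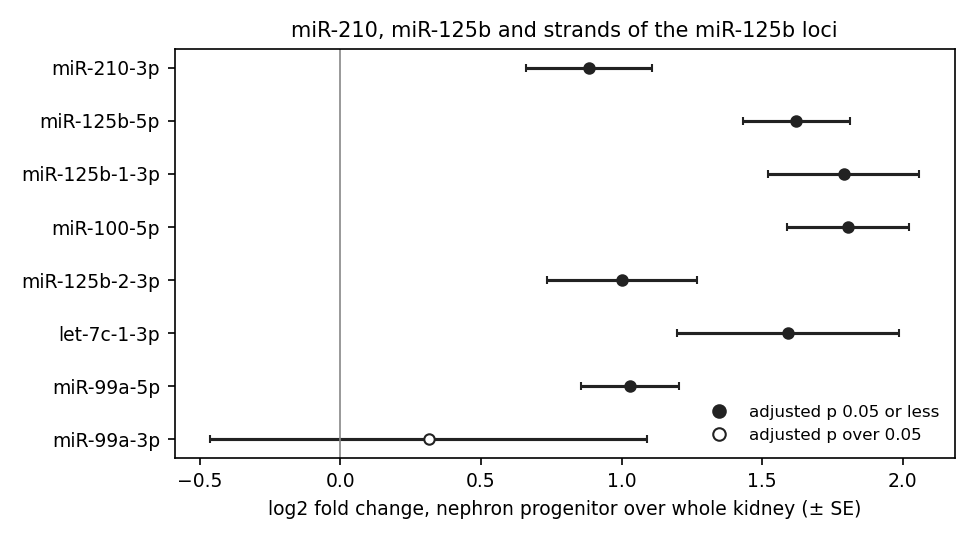
Log2 fold change in nephron progenitors over whole kidney of miR-210-3p, miR-125b-5p and strands from the chromosome 9 and chromosome 16 clusters, with horizontal bars of 1 standard error. Filled points are past the threshold, and miR-125b-1-3p lies at 1.79 and miR-125b-2-3p at 1.00.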

## Additional information

**How to cite this article:** Phua, Y.L. *et al*. Small non-coding RNA expression in mouse nephrogenic mesenchymal progenitors. *Sci. Data*. 5:180218 doi: 10.1038/sdata.2018.218 (2018).

**Publisher’s note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

## Figures and Tables

**Figure 1:**
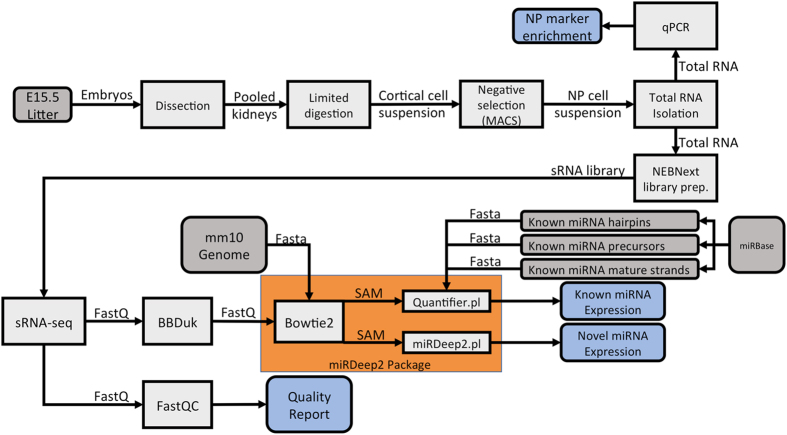
Schematic pipeline illustrating the workflow of nephron progenitor isolation and bioinformatics analysis of the small RNA-Seq dataset. For nephron progenitor isolation, embryonic day 15.5 (E15.5) CD1 mouse kidneys were subjected to limited digestion, followed by negative cell selection through Magnetic Activated Cell Sorting (MACS). Total RNA from the isolate was extracted and subjected to qPCR analysis for enrichment of nephron progenitor markers. Following verification of nephron progenitor enrichment, total RNA was used as an input for the NEBNextMultiplex Small RNA Library Prep to generate libraries for the sRNA-Seq. The sRNA-Seq dataset was analysed in accordance with the pipeline, with the fastq files first analysed by FastQC to determine the quality of the sequencing reads, followed by adaptor removal using the *BBDuk* package, and finally aligned, quantified and annotated to the *mus musculus* mm10 genome using the miRDeep2 package.

**Figure 2:**
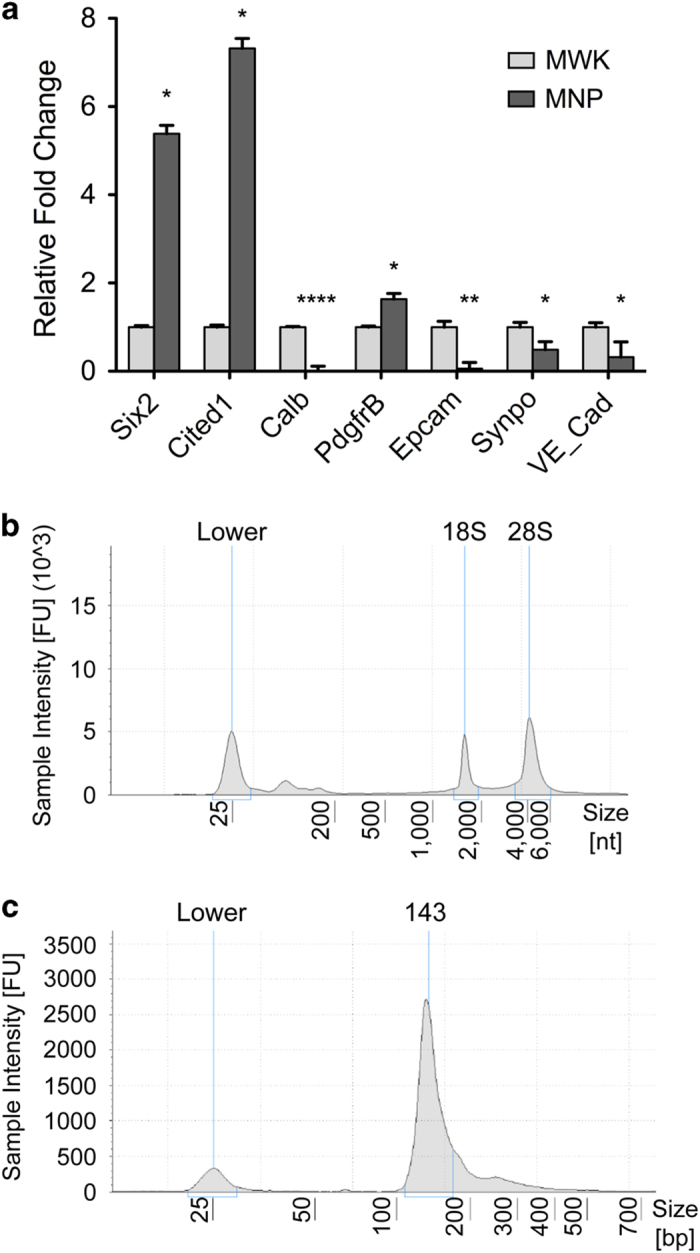
Quality control of the input samples demonstrated an enrichment of nephron progenitors in the cellular isolate with good quality RNA, and successful cDNA library synthesis. (**a**) qPCR analysis showed that the cells in the isolate are enriched for nephron progenitors (*Six2, Cited1*) with minimal cellular contamination from ureteric bud (*Calb*), podocytes (*Synpo*), endothelial (*VE-Cad*) and epithelial cells (*Epcam*), but minor contamination from the renal stroma lineage (*Pdgfrβ*). (**b**) TapeStation analysis of the total RNA showed good quality RNA traces with distinct 18S and 28S rRNA peaks with retention of small RNAs as evident by the broad peak to the right of the lower molecular marker. (**c**) TapeStation analysis showed that the purified cDNA libraries exhibited a distinct peak at ~140–150 nucleotides (adaptor ligated small RNA products), indicating that both the cDNA library construction and cleanup are successful. N=3, ^∗^p-value<0.05, ^∗∗^p-value<0.01, ^∗∗^^∗∗^p-value<0.0001.

**Figure 3:**
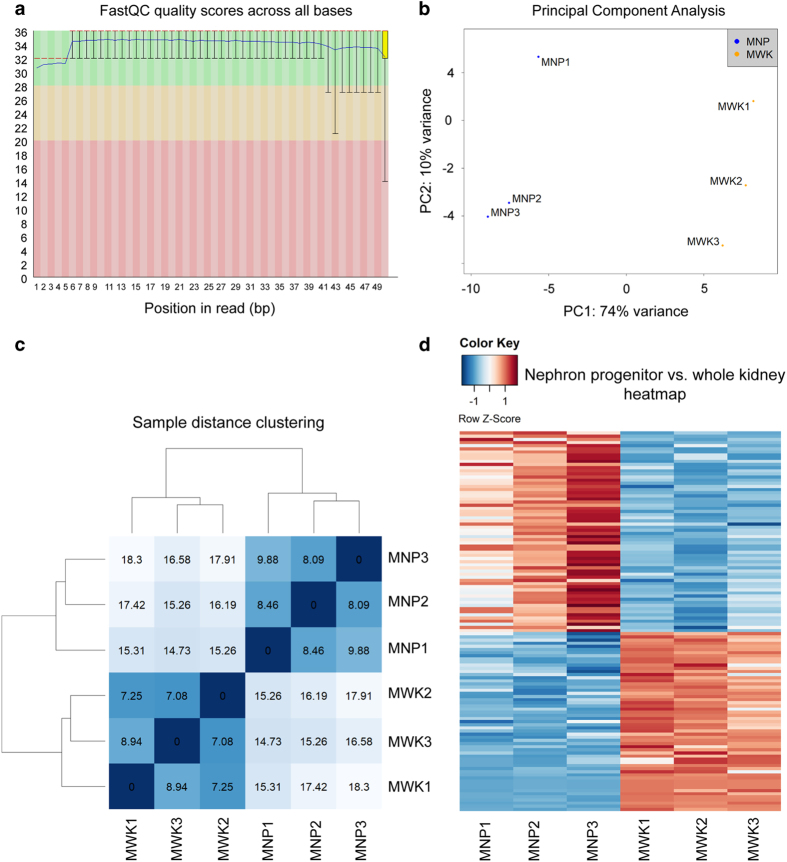
Quality control of the small RNA-Seq dataset showed good sequencing quality reads and congruence of the biological samples. (**a**) FastQC analysis of a sequenced library (MNP1) showing that each sequenced base had a mean value score of >30, indicating good quality sequencing. (**b**) Principal Component Analysis of the sRNA-Seq dataset showed clear separation of the nephron progenitor (MNP) and whole kidney (MWK) samples. (**c**) Hierarchical clustering correctly grouped samples based on their tissue of origin. (**d**) Heatmap representation of differentially expressed miRNAs in nephron progenitors vs. whole kidney samples with a false discovery rate of 0.05.

**Figure 4:**
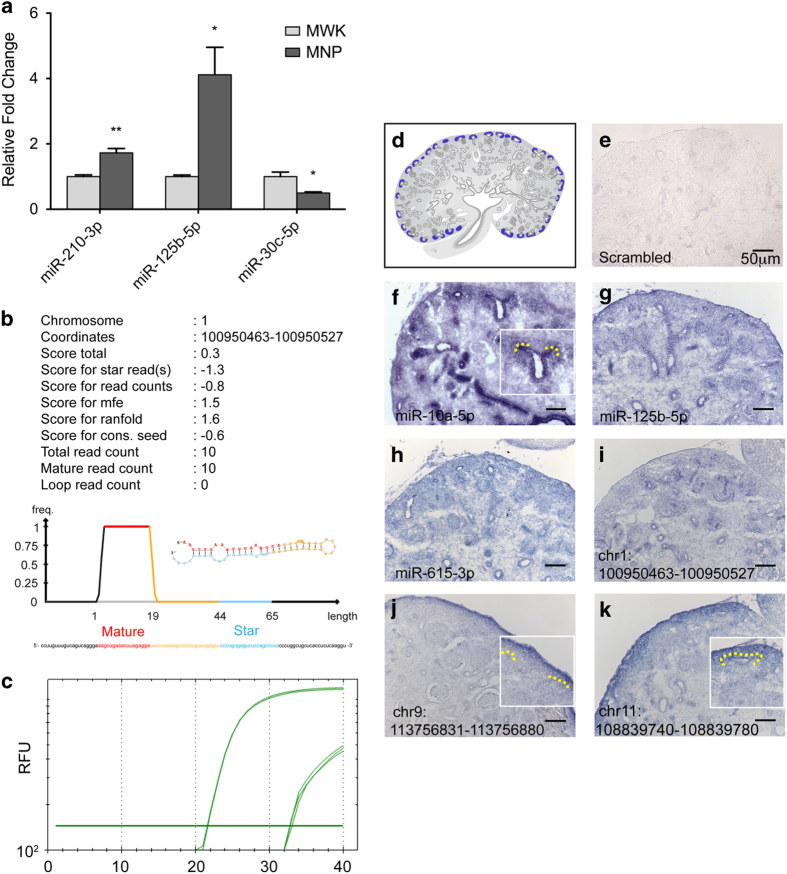
Small RNA-Seq and miRDeep2 analysis revealed novel unannotated miRNAs expressed in the developing kidney. (**a**) qPCR analysis validated the differential expression profile of *miRs-210, 125b* and *30c* in nephron progenitor when compared to whole kidney. N=3, ^∗^p-value<0.05, ^∗∗^p-value<0.01. (**b**) miRDeep2 output for chr1_100950463-10095052, a novel miRNA discovered in our sRNA-Seq data; high frequency (freq) of reads mapped to the mature region of the predicted pre-miRNA structure. (**c**) qPCR validation of chr1_100950463-100950527 showed a clear distinction between and enrichment of mature (low C_T_) over star strand (High C_T_) transcripts. RFU: Relative Fluorescence Unit. (**d**) For spatial orientation purposes, schematic representative image of nephron progenitors is highlighted in blue. (**e**-**k**) Locked Nucleic Acid section *in situ* hybridisation was used to validate the spatial expression pattern of miRNAs in the developing kidney. *miRs-125b, 615* and chr1_100950463-100950527 exhibited a ubiquitous expression pattern in the developing kidney. *miR-10a*, chr9_113756831-113756880 and chr11_108839740-108839780 appear spatially enriched in the nephrogenic zone, comprising nephron progenitors, renal stroma and the ureteric bud. Schematic image in (**d**) was designed by Kylie Georgas (University of Queensland) and are publicly available for use from the GUDMAP database (http://www.gudmap.org/Schematics).

**Figure 5:**
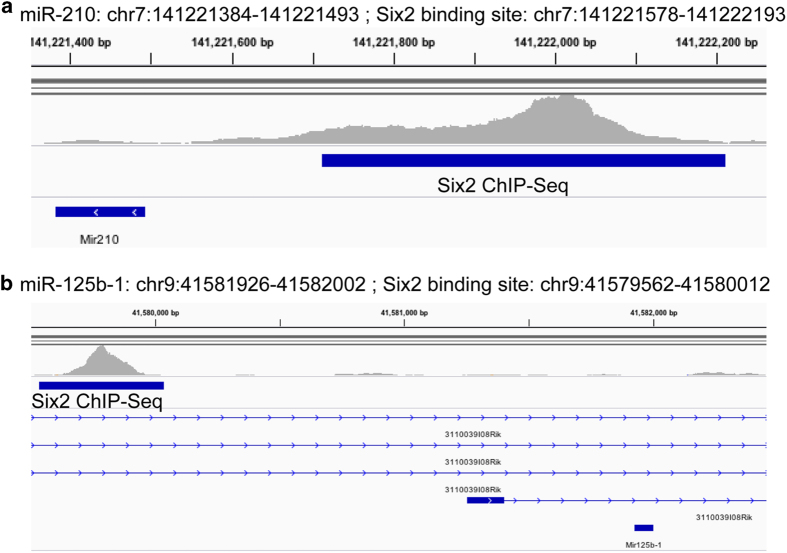
Integrative Genome Viewer visualisation of Six2 binding upstream of expressed miRNAs in nephron progenitors. By combining a publicly available Six2 ChIP-Seq dataset (SRA Study: SRP064623; GEO: GSE73867) with the current sRNA-Seq results, evidence for Six2 binding was observed in the promoter region of *miRs-210* and *125b*, miRNAs that are enriched in nephron progenitors.

**Table 1:** Primer sequences used for quantitative PCR.

**Gene**	**Forward (5′-3′)**	**Reverse (5′-3′)**
**Gapdh**	AGGTCGGTGTGAACGGATTTG	TGTAGACCATGTAGTTGAGGTCA
**Six2**	TCTGCTCGGTATCCTTTGGG	TTAAAAATCGGGGTGGTGGTG
**Cited1**	AACCTTGGAGTGAAGGATCGC	GTAGGAGAGCCTATTGGAGATGT
**Ve-Cad**	CACTGCTTTGGGAGCCTTC	GGGGCAGCGATTCATTTTTCT
**Pdgfrβ**	TTCCAGGAGTGATACCAGCTT	AGGGGGCGTGATGACTAGG
**Calb**	ATGATCAGGATGGCAACGGA	GTTCGGTACAGCTTCCCTCC
**Epcam**	GCGGCTCAGAGAGACTGTG	CCAAGCATTTAGACGCCAGTTT
**Synpo**	CCTGCCCGTAACTTCCGTG	GAGCGGCGGTAGGGAAAAG

**Table 2:** Primer sequences used for novel miRNA quantitative PCR.

**miRNA**	**Mature forward sequence (5′-3′)**	**Star forward sequence (5′-3′)**
**U6**	GTGCTCGCTTCGGCAGC	NA
**chr1_ 100950463- 100950527**	GCGGAAAGCTGAAACTTAGAGG	TGAGTCTCCAGCCCTACCCTAA
**chr8_ 66396466- 66396533**	GCGGTTCTTAGTTGGTGGAGC	GCGCTGATTTGACTGAGAATGT
**chr11_ 108839740- 108839780**	GCGTGAGAAGAACTTTGAAGAGC	GCGTCCTCAGAGTTAGTGCAGA
**chr13_ 23436971- 23437058**	GTCTAGGGGTATGATTCTCGCAA	GCGTTTTTATCGTGTTTCCTGT

**Table 3:** Exiqon miRCURY LNA detection probes used for miRNA section *in situ* hybridisation.

**LNA Probe**	**Product No.**	**Product sequence 5′-3′**
Scramble-miR	699003-300	Scrambled sequence
miR-125b-5p	611756-300	CACAAGTTAGGGTCTCAGGGA
miR-615-3p	615721-300	AAGAGGGAGACCCAGGCTC
miR-10a-5p	YD00612528	ACAAATTCGGATCTACAGGGTA
chr1_100950463- 100950527	Custom	CCTCTAAGTTTCAGCTTTCC
chr9_113756831- 113756880	Custom	GTCCTGTATTGTTATTTTT
chr11_108839740- 108839780	Custom	GCTCTTCAAAGTTCTTCTCA

**Table 4:** Sample IDs and RIN score of RNA samples used for small RNA-Sequencing.

**Sample**	**RIN**	**Fastq file name**
**MNP1**	10	MNP1.fastq
**MNP2**	10	MNP2.fastq
**MNP3**	10	MNP3.fastq
**MWK1**	9.9	MWK1.fastq
**MWK2**	9.8	MWK2.fastq
**MWK3**	10	MWK3.fastq

**Table 5:** Quantitative PCR profile of novel miRNA assayed.

**miRNA**	**Mature C_T_**	**Star C_T_**
**chr1_ 100950463- 100950527**	20.25	29.01
**chr8_ 66396466- 66396533**	7.04	37.65
**chr11_ 108839740- 108839780**	26.59	34.48
**chr13_ 23436971- 23437058**	20.60	30.65

How the deposited data were processed for this re-analysis (not part of the article)

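Small RNA was sequenced from 3 libraries of nephrogenic mesenchymal cells enriched for nephron progenitors and 3 libraries of whole kidney from CD1 mouse embryos at embryonic day 15.5. The authors trimmed adapters with BBDuk, aligned reads to mm10 with Bowtie2 and counted known miRNAs from miRBase with miRDeep2. They deposited estimated counts, not normalized, for each pair of a mature miRNA and a precursor in each library. Nearly all of these expected counts are whole numbers, and 3 of the 792 rows hold fractions; all were rounded to whole numbers before testing.

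From these counts one value per mature miRNA was made, the highest over its precursors in each library. miRNAs with a sum of more than 10 counts over the 6 libraries were kept, reading the filter in the paper's methods as a sum. Counts were scaled by TMM in edgeR 4.0.16 and tested with its quasi-likelihood functions, with Benjamini-Hochberg adjustment over the 525 miRNAs. The paper used DESeq2, which was run as an alternative in version 1.42.0, and limma 3.58.1 gave limma-voom; R was 4.3.3. The design had been written for counts, and the expected counts were tested the same way after rounding. A standard error is the log2 fold change divided by the square root of its F statistic. Principal components used log2 CPM with a prior count of 2. Host genes of the precursors were taken from the GENCODE annotation of the same genome build. Figures were drawn with matplotlib 3.10.9.

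The median number of counts per library, with one value per mature miRNA, was 393951 in nephron progenitors and 355848 in whole kidney. A group whose libraries all hold 3 counts or fewer gives only a lower bound for a fold. The steps were tested on simulated data: with 518 simulated miRNAs, of which 198 were changed, edgeR recovered 81.3% of those changed, and 2.42% of its calls were false. The simulated changes were all at least 1 in size in log2, about as many up as down, and independent between miRNAs. In the data 148 of the 192 miRNAs past the threshold reached that size. The recovery therefore does not cover smaller changes, or linked ones.

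Libraries were grouped by the labels of their samples, and 2 of the 6 columns carry a name that matches no single sample and entered without a replicate number. The numbers 1 and 2 come from the sample names. The paper describes 3 litters and whole kidney samples made of the kidneys remaining after digestion, and does not say whether equal numbers mark one litter, so the replicate block was fitted only to the 4 numbered libraries, beside a fit without it.

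Most miRNAs named in the text follow a rule set before the data were examined: every miRNA the paper names, members of lists of lineage markers and of 3 paralogous clusters, the 5 largest rises and 5 largest falls among miRNAs past the threshold whose groups do not overlap in CPM, and the 10 most abundant. Outside this rule, miR-1a-3p, miR-133a-3p and miR-329-5p were named after values had been seen. Alternatives covered the test, the scaling, the filter, the handling of rows, the 10 most abundant miRNAs, the replicate block and leaving out each library. The qPCR, in situ hybridization, unannotated miRNA and Six2 binding experiments were not analysed here.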

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

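Of the tests in this part, those on sampling noise, on scaling of the 5 rises, on a factor common to all miRNAs, on stromal markers and on muscle were chosen only after the results were seen.

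A group of miRNAs that the paper does not discuss was higher in nephron progenitors. The counts hold 70 strands from 48 precursors between Dlk1 and Dio3 on chromosome 12 (109563692 to 109747960, mm10). This region was singled out after its values were seen. Of the 70 strands, 69 were higher, all but miR-329-5p, with a median log2 fold change of 1.73, and 55 were higher past the threshold, which is 53.9% of all miRNAs that were. The strands held 5.13% ± 2.07 of the counts in nephron progenitors and 1.48% ± 0.148 in whole kidney (SD, n = 3; exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow). No other split of the 6 libraries gave as many: 1 of the 4 splits that part the same-numbered libraries as the real one does, the real one itself, and 4 splits cannot give a share under 0.05. The number was at least 55 under the other scalings of the libraries and 55 without the 10 most abundant miRNAs, but each of these settings moved the median of all miRNAs upward (by 0.017, 0.20 and 0.024), so they do not by themselves test whether scaling made the rises. TMM holds the bulk of miRNAs near 0, so log2 fold changes are relative to it and a change common to all miRNAs would not be seen. The median of the region lay 1.87 above that of the 455 miRNAs outside it, a difference that a factor common to all miRNAs leaves as it is. The median of the region lay at percentile 100 of 10000 random lists matched on mean CPM and also at percentile 100 of lists matched on the GC content of the hairpin, known for all 70. The highest list medians were 0.27 and 0.16, so neither property alone gives the rise. The lists were drawn singly from miRNAs outside the region, while its strands share precursors and in part host transcripts. The 70 strands are therefore not independent, and the percentiles are a description and no test. Of the 66 strands with a single row and counts of their own, 51 were past the threshold, which speaks against reads shared between near-identical miRNAs. All 26 strands with a mean of at least 50 counts were, and with one library left out the lowest number was 40, but in the 4 libraries with replicate numbers alone it was 23, or 36 with the replicate block. The stromal markers, set before the data were examined, had a median log2 fold change of 0.20, well under that of the region. They moved in both directions, from -1.86 to 0.79. The paper reports minor contamination of the isolate by renal stroma, detected by qPCR of Pdgfrβ. Stromal cells may also differ among themselves, so RNA from some of them cannot be excluded. The kit used for RNA purification differed between the groups and cannot be separated from the cell type. A candidate explanation is higher expression of the region in nephron progenitors, which cannot be told apart from these remaining explanations.

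Of the 5 largest rises, none discussed in the paper, those other than miR-206-3p rest on few counts. edgeR's log2 fold changes were 5.54 for miR-223-5p, 4.81 for miR-206-3p, 3.24 for miR-410-5p, 3.21 for miR-122-5p and 3.06 for miR-7b-5p. Apart from miR-206-3p, their whole kidney libraries all held 3 counts or fewer, and against that floor miR-223-5p was at least 1.68-fold, miR-410-5p at least 2.45-fold, miR-122-5p at least 6.52-fold and miR-7b-5p at least 4.82-fold higher. When the nephron progenitor library with the lowest value was set against the whole kidney library with the highest, 2 of the 5, miR-206-3p (p = 0.00014) and miR-7b-5p (p = 0.033), differed at an unadjusted p under 0.05 by Fisher's exact test, which compares those libraries and not the conditions. The comparison picks libraries by their values and leaves out the others, so it does not settle whether sampling noise accounts for the other rises. edgeR's quasi-likelihood test over all 6 libraries gave an adjusted p of 0.0050 for miR-223-5p, 0.011 for miR-410-5p and 0.0014 for miR-122-5p. The lowest log2 fold change under the other scalings was 3.07, but both moved the median of all miRNAs upward. The smallest of the 5 lay 3.10 above the median of the other 520 miRNAs, a difference that a factor common to all miRNAs leaves as it is, but the 5 were picked as the largest, so this is a description and no test. Of 19 alternatives each, 4 left miR-410-5p, which lies in the region between Dlk1 and Dio3, with an adjusted p over 0.05, 2 did so for miR-223-5p and 1 for miR-122-5p.

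miR-206-3p was at 178 ± 108 CPM in nephron progenitors and 6.22 ± 8.38 CPM in whole kidney (SD, n = 3 each). RNA from skeletal muscle was weighed as a source. miR-1a-3p, a muscle marker, had a log2 fold change of 0.58 (adjusted p = 0.22 from edgeR's quasi-likelihood test), and miR-133a-3p was at 8.37 CPM against 3.98 CPM. At these levels a small amount of muscle RNA cannot be excluded.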

How the results depend on the processing

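Alternatives were set before the data were examined, except DESeq2 with every row kept, rlog of every row, the merging of miRNAs with the same counts, all rows with no filter, the leave-one-out of the principal components and the fit of 4 libraries without a block, which were chosen after seeing the data.

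Of the 525 miRNAs, 192 passed the threshold, and the number ran from 120 to 211 over the alternatives. With more than 10 counts required in every sample it was 120 of 260, and the same filter left 2 of the 7 miR-200 family strands, gave 31 strands higher past the threshold between Dlk1 and Dio3, against 55, and 260 detectable miRNAs; it removes miRNAs that are absent from one group. Keeping all rows with no filter gave 792 detectable. Over the 6 fits that each left out one library the number past the threshold ran from 144 to 211, of the let-7 strands from 3 to 5 against 6, and of the strands between Dlk1 and Dio3 from 40 to 61. DESeq2 with every row kept gave 3 let-7 strands. The log2 fold changes of miR-210-3p (from 0.78 to 1.09), miR-125b-5p (from 1.37 to 1.84) and miR-30c-5p (from -1.56 to -1.24) kept their direction and stayed past the threshold under all 20 alternatives. The cause of these changes was not tested.

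The share of the first principal component was 77.0%, and became 79.5% with rlog, 49.9% with unit variance, 87.1% with more than 10 counts in every sample, 70.5% with every row kept and 74.7% with rlog of every row and the 500 with the highest variance. It ran from 77.5% to 81.6% with one library left out.

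With the replicate block, the 4 libraries of replicates 1 and 2 gave 153 miRNAs past the threshold, against 134 without it, and 36 strands between Dlk1 and Dio3 against 23. The correlation of the replicate differences of the groups was 0.039. MNP6 and MWK6 share a number in their names but match no single sample, and they were not paired. The correlation therefore does not show that pairing is absent. The second principal component ran in the same order in both groups, so pairing remains open, and no block over all libraries was fitted.

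Library totals in place of TMM shifted the median log2 fold change of all miRNAs by 0.20, from -0.011 to 0.19, and 62.1% of the calls were then higher, against 53.1%.

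Some log2 fold changes near 0, none past the threshold, changed sign. let-7d-5p (-0.0018) became 0.016 with DESeq2, with or without independent filtering, and with its size factors, 0.19 with library totals, 0.0069 with no filter, 0.048 with more than 10 counts in every sample, 0.075 with every row kept, 0.027 with summed rows, 0.018 without the 10 most abundant, 0.052 with and without the block, 0.022 with DESeq2 on every row and 0.0056 with merged counts. let-7f-2-3p became -0.13 with limma-voom, -0.065 with the block and -0.052 without it, let-7f-5p 0.14 with library totals and 0.019 with every row kept, let-7g-5p 0.0022 and miR-142a-5p 0.060 with library totals, miR-150-5p 0.35 with limma-voom, miR-214-3p -0.034 with the block and -0.031 without it, and miR-99a-3p -0.43 and -0.42. With one library left out they ran from -0.15 to 0.090 for let-7d-5p, from -0.62 to 0.41 for let-7f-2-3p, from -0.20 to 0.067 for let-7f-5p, from -0.31 to 0.030 for miR-142a-5p, from -0.78 to 0.92 for miR-150-5p, from -0.091 to 0.37 for miR-214-3p, from -0.10 to 0.87 for miR-99a-3p, from -0.085 to 0.19 for let-7b-5p, from -0.29 to 0.77 for let-7i-3p, from -0.083 to 1.17 for miR-98-3p. Among the other named miRNAs, 47 results became weaker and 15 stronger. The cause was not tested. Depth limits the strands under about 10 CPM, where 3 counts are the floor.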

Differences from the paper's values

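The paper gives 792 detectable miRNAs, and here 525 mature miRNAs had a sum of more than 10 counts. Of the alternatives set before the data were examined, 2 came within 1.5 times of the paper's number: 781 with every row of the table kept and 535 with no filter. A filter of more than 10 counts in every sample gave 260 and summing the rows gave 525, and neither did. All rows with no filter, an alternative chosen after seeing the values, number 792.

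The paper gives 13 M (mega) mapped reads per sample, and the counts on known miRNAs used here were 0.372 M per library on average. These are different quantities, and no alternative set before the data were examined bears on them.

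The paper names let-7d as enriched in nephron progenitors. Here let-7d-5p had a log2 fold change of -0.0018 and was past the threshold under none of the alternatives, and let-7d-3p had one of 0.59 and was past it here and under 11 of its 20 alternatives.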

Other observations

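Of the tests in this part, those on let-7j and on the locus of miR-125b-5p were chosen only after the results were seen.

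The 6 libraries make 10 splits of 3 against 3, and 1 of the 10, the real one, gave as many as 192 miRNAs past the threshold; the others gave 0, and between 2 and 33 at an unadjusted p under 0.05. Of the 4 splits that part both same-numbered pairs, as the real one does, 1 of the 4 gave as many, which again was the real one. The other 6 splits keep at least one such pair together. The same 1 of 4 held for the number of miR-200 family strands, of let-7 family strands, of lineage marker strands that were lower and of paralogous cluster strands that were higher. So few splits cannot give a share under 0.05, so chance cannot be excluded by this count alone.

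Lists of miRNAs associated with other cell lineages were written before the data were examined. Both endothelial strands, miR-126a-3p and miR-126a-5p, were lower in nephron progenitors, with log2 fold changes of -5.23 and -5.13, as were 5 of 7 erythroid strands past the threshold and 4 of 5 tubule epithelial strands. Of 4 leukocyte strands 0 were past the threshold, and 0 had an unadjusted p under 0.05. Of these, miR-142a-3p was higher past it in 3 of its 19 alternatives. miR-223-5p, from the same hairpin as the listed miR-223-3p, was not on the list. It was higher past the threshold on few counts (log2 fold change 5.54). Of 8 stromal strands, 2 were lower past it (miR-143-3p, -1.33, and miR-145a-5p, -1.86) and 1 was higher (miR-199b-5p, 0.79). In all 13 strands were lower past the threshold, and 13 was also the lowest number under the other scalings of the libraries. miR-486a-5p and miR-486b-5p, both among the erythroid strands, hold the same count in every library, and with such miRNAs merged the number was 12. With more than 10 counts required in every sample it was 10. A candidate explanation is the removal of those cells by the selection. The paper's qPCR of the isolate showed minimal endothelial and epithelial contamination. An effect of the purification kit common to all miRNAs would move the lists alike. Their median log2 fold changes argue against that: -5.18 for endothelial, -1.31 for erythroid, -1.01 for tubule epithelial, 0.30 for leukocyte and 0.20 for stromal strands. An effect of the kit that differs between miRNAs cannot be told apart from the selection.

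miR-125b-5p is made from mir-125b-1 on chromosome 9 and mir-125b-2 on chromosome 16. If the first alone had risen, miR-125b-2-3p would not have been higher, but its log2 fold change was 1.00, past the threshold. The log2 ratio of miR-125b-1-3p to miR-125b-2-3p was 0.84 ± 0.055 in nephron progenitors and 0.022 ± 0.24 in whole kidney (SD, n = 3 each; exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow), which may reflect a larger rise at the chromosome 9 locus. Over the paralogous clusters of mir-99a, mir-100 and mir-99b, 12 strands were higher past the threshold.

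let-7j and let-7i-5p kept a nearly constant ratio, between 82.7% and 84.6%. The SD of its log2 over the libraries, 0.012, was the lowest of the 190 pairs among the 20 most abundant miRNAs, or 0.526% of them, against a median of 0.58. The pair was picked after its ratio was seen, so this rank is a description and no test. Reads shared between both names could give such a ratio, so the counts of let-7j may not be its own. No biological explanation was tested.

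miR-10a and miR-615, which the paper localized by in situ hybridization, had log2 fold changes of -0.24 (miR-10a-5p, adjusted p = 0.23) and 1.16 (miR-615-3p, adjusted p = 0.00014) in edgeR's quasi-likelihood test.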
